A study of Mus musculus with 6 samples. Its data were reported in "Gut microbiota regulate tumor metastasis via circRNA/miRNA networks" (2020).

How the data were processed

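Plasma RNA of male mice was measured on single-colour arrays, 1 array per sample. The labels placed 3 arrays in the group GF/SPF, germ-free mice that had received the fecal microbiota of specific pathogen free mice by gavage, and 3 arrays in the group GF, germ-free mice without it. Each array is named by its group and the replicate number in its title. The labels do not say whether an array stands for 1 mouse, for a pool of mice or for a repeat hybridisation of the same RNA, so the arrays are the unit of every test, and each test compares the RNA on these arrays. Each array is taken as hybridised to the Arraystar mouse circRNA design, since its probes carry that design's circRNA identifiers, although the study's data statement lists this deposit as its miRNA arrays. The study's methods describe treating the RNA with RNase R, an exonuclease that degrades linear RNA, and random priming of the labelled cRNA for such arrays. The sample preparation text in the labels describes other material and was not used here.

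The deposited scanner tables hold the intensity of every spot as Agilent Feature Extraction 11.0.1.1 wrote it, including a background-subtracted and detrended signal called the processed signal, the median pixel signal, the local background and quality flags. No normalization between arrays had been applied to these intensity values. The authors also deposited a matrix of log2 values for 992 probes, which per the study's methods were quantile normalized and then filtered on detection flags. Set against the scanner values, those log2 values correlated across probes at r 0.9997 to 0.9999 with log2 of the median signal minus the local background, and at r 0.979 to 0.990 with log2 of the processed signal. The matrix was used as an alternative only. Its 992 probes were all among the 996 probes with every spot well above background on at least 1 array.

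Each array held 15095 spots. The main analysis used the 1797 circRNA probes, each printed as 7 spots, 12579 spots in all. Spots flagged as outliers, 145 to 200 per array, were left out and no spot was saturated. The log2 processed signals of a probe's remaining spots were averaged. The 6 arrays were quantile normalized over the 1797 probes, as the study's methods state for circRNA arrays, and probes flagged positive and significant against background on at least 1 of 6 arrays were kept, which left 1571. A probe counted as flagged on an array when at least 50% of its spots were. That share, the restriction to circRNA probes and the order of normalization and filter were settled after the layout of the tables was known, and the other choices were made before the data were examined. The number of arrays limits the precision.

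GF/SPF was compared with GF by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariates), with Benjamini-Hochberg adjustment over the 1571 probes and a threshold of 0.05 on the adjusted p. A probe past that threshold is called. A second count took an unadjusted p under 0.05 together with a difference of at least 1.5-fold. All limma tests were two-sided. Summaries with 1 value per array, and the correlations between arrays, were compared by a two-sided exact permutation test over the 10 splits of 6 arrays into 3 and 3, for which the smallest possible p is 0.1. All 6 tables record 1 scan start and 1 slide design and were treated as 1 slide, so slide and scan date could not be used as blocks. The spread between arrays was set against the scatter of a probe's repeat spots by an F ratio per probe, over the 855 probes well above background on all 6 arrays.

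The probes named in the text follow a rule fixed beforehand: among called probes whose 3 GF/SPF values all lie on 1 side of the 3 GF values, and which are well above background on all arrays of at least 1 group, those with the largest log2 difference in each direction. The tables give circRNA probes an identifier and no circRNA or gene name, so 2 in each direction are named by probe. These are the first by the rule and the next that was well above background on at least 1 array of both groups, a choice made after the values were seen. The circRNAs that the study discusses by name were therefore not analysed here as a list. Where a named probe is not well above background on any array of a group, its fold is given as a bound that holds for the processed signal: the mean of the brighter group against the mean of, per array, the higher of the probe's own normalized value and the lowest normalized value among probes well above background.

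The limma procedure was checked on simulated arrays with the measured means and spreads of the 1571 probes, of which 200 were changed by 1.5-fold or 2-fold. It recovered 158 of the 200 (79%), namely 90% of the 2-fold and 68% of the 1.5-fold changes, slightly below the recovery aimed at. After this was seen, that requirement was replaced by limits on the calls made with no change and on the median error, and the procedure was left as it was. It also called 30 unchanged probes, 16.0% of all calls and so above the 5% aimed at. In the simulation only 200 of the 1571 probes changed and as many rose as fell, whereas 949 were called in the data. The 16.0% is therefore no estimate for those 949 calls. With scaling to the median in place of quantile normalization 12 unchanged probes were called, and the cause of the difference was not tested. The median absolute log2 difference of the 30 was 0.15 and the largest was 0.77. At an unadjusted p under 0.05 and at least 1.5-fold, 4 unchanged probes passed. With no probe changed, 0 were called. A test against a null of at most 1.5-fold made 0 false calls and recovered 54% of the 2-fold changes.

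The alternatives changed the normalization, the background correction (normexp with an offset of 50 among others), the filter on dim probes, the test, the pairing and the set of arrays, 1 at a time. Lists of other probes on the array were compared with 10000 random lists of circRNA probes drawn from the 40 nearest in mean intensity to each member. Values of those other probes were placed on the normalized scale by each array's own mapping for circRNA probes. Linear mRNA probes were named through a RefSeq gene table of another assembly than the array's design, used for names alone, which held 44 of their 50 accessions.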

Results

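Circular RNAs (circRNAs) are RNAs whose ends are joined into a ring. Their signals in mouse plasma were measured on 6 arrays, 3 labelled GF/SPF (germ-free mice given the microbiota of specific pathogen free mice) and 3 labelled GF (germ-free mice). The median processed signal of the 1797 circRNA probes lay between 10.9 and 12.2 on the GF/SPF arrays and between 12.4 and 13.3 on the GF arrays. The 99th percentile lay between 8670 and 8869 on the GF/SPF arrays and between 5927 and 6141 on the GF arrays. Between 860 and 1085 probes per array were well above background.

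Arrays of a group differed little. Over the 855 probes well above background on all 6 arrays, the median standard deviation between arrays was 0.035 on the log2 scale in GF/SPF and 0.032 in GF, which corresponds to 2.49% and 2.21% of the signal. The scatter of the repeat spots alone would give a median near 0.029 and 0.028. The median F ratio of array spread to spot scatter was 1.02 in GF/SPF and 0.95 in GF, where chance gives 0.72, and 15.1% and 16.7% of the probes passed a p of 0.05, where chance gives 5%. For the 6 pairs of arrays within a group, 10.2% to 14.5% of probes passed, and for the 9 pairs between groups 71.8% to 76.0%. No pair of arrays held identical values. The arrays were counted as 3 per group as labelled. The labels leave open whether they stand for separate animals, so the error of every comparison covers the spread between these arrays.

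**Figure D1:**
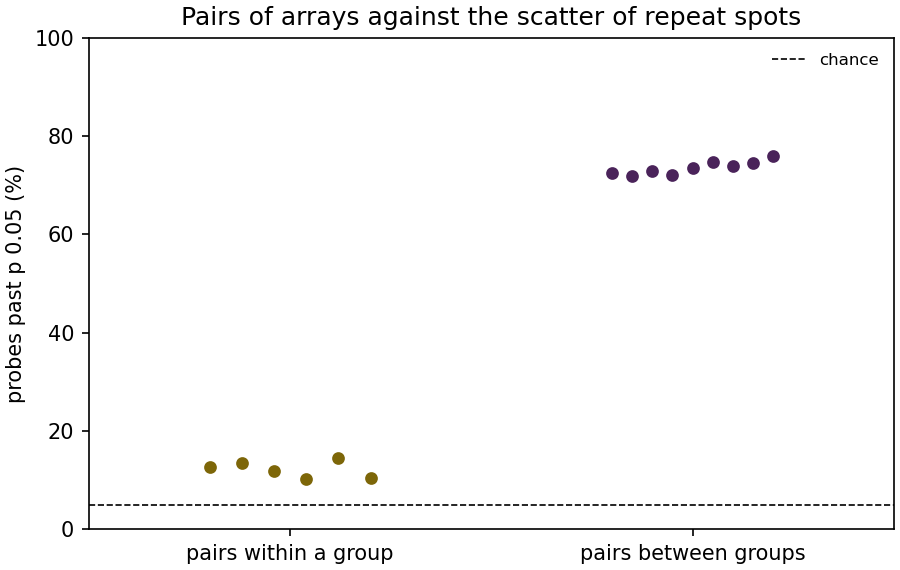
Percentage of the 855 probes whose difference between 2 arrays passed a p of 0.05 against the scatter of repeat spots (vertical axis), for each pair of arrays within a group and between groups. Pairs within a group lie between 10.2% and 14.5%, pairs between groups lie between 71.8% and 76.0%, and the dashed line marks the 5% that chance gives.

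The first comparison asked how far the groups differed as a whole, before normalization. The median over the 1571 kept probes of the difference GF/SPF minus GF was 0.17 on the log2 scale. The per-array medians went the other way, 4.15 ± 0.045 (SD, n = 3) in GF/SPF and 4.18 ± 0.036 (SD, n = 3) in GF, with an exact permutation p = 0.5, so no direction of the overall level was established. With normexp background correction of the median signal the median difference was 0.04, the farthest toward 0 of the alternatives. The share of probes well above background was 51.0% ± 2.76 (SD, n = 3) in GF/SPF and 57.2% ± 2.72 (SD, n = 3) in GF, with an exact permutation p = 0.1, the smallest that 3 arrays against 3 allow. The difference in this share was -6.23 percentage points, and -7.86 with the positive and significant flag in its place.

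The next comparison asked whether the grouping was the main difference among the arrays. Spearman correlations across the 1571 probes averaged 0.993 for pairs within groups and 0.967 for pairs between groups. Their difference was 0.0260, with an exact permutation p = 0.1, and it was 0.0364 with the deposited matrix values. Probes are not independent replicates, so these correlations describe the arrays. The first principal component held 83.5% of the variance and placed the 3 GF/SPF arrays apart from the 3 GF arrays.

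The main comparison asked which circulating circRNAs differed between mice with and without a transplanted microbiota. In limma, 949 of the 1571 probes were called at an adjusted p under 0.05, 586 higher and 363 lower in GF/SPF, and 1018 had an unadjusted p under 0.05. The 3 GF/SPF values lay all above or all below the 3 GF values for 1058 probes (67.3%), where chance gives 10%. Most calls were small. The median absolute log2 difference of the called probes was 0.39, and 307 of them differed by less than 1.2-fold. Of the 949, 693 were well above background on at least 1 array of both groups, 467 higher and 226 lower, and 155 were well above background on no array. Among the 693, the median log2 difference was 0.29 for probes called higher and -0.39 for probes called lower. On the processed signal, at least 2-fold differences were found for 7 probes called higher and 42 called lower among the 693. Of the called probes not well above background in one group alone, 0 higher and 8 lower had a bound of at least 2-fold. When the null was widened to a difference of at most 1.5-fold, the alternative that moved the count most, limma called 145 probes, 19 higher and 126 lower.

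Whether more probes were called higher or lower depended on the normalization. The share called higher was 61.7% after quantile normalization, 42.8% after scaling to the 75th percentile of probes detected on all arrays, and 40.3% after cyclic loess. The median difference over the kept probes was 0.10, -0.03 and -0.02 under these 3 scalings, against 0.17 without normalization. Differences are therefore given relative to the quantile normalized distribution. Of 40 negative control probes, 23 were positive and significant on at least 1 array, and 8 of these also passed an adjusted p of 0.05 in limma, adjusted within this class. The largest absolute log2 difference among the 23 was 0.67, and 227 of the 949 called circRNA probes exceeded it, 62 higher and 165 lower.

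**Figure D2:**
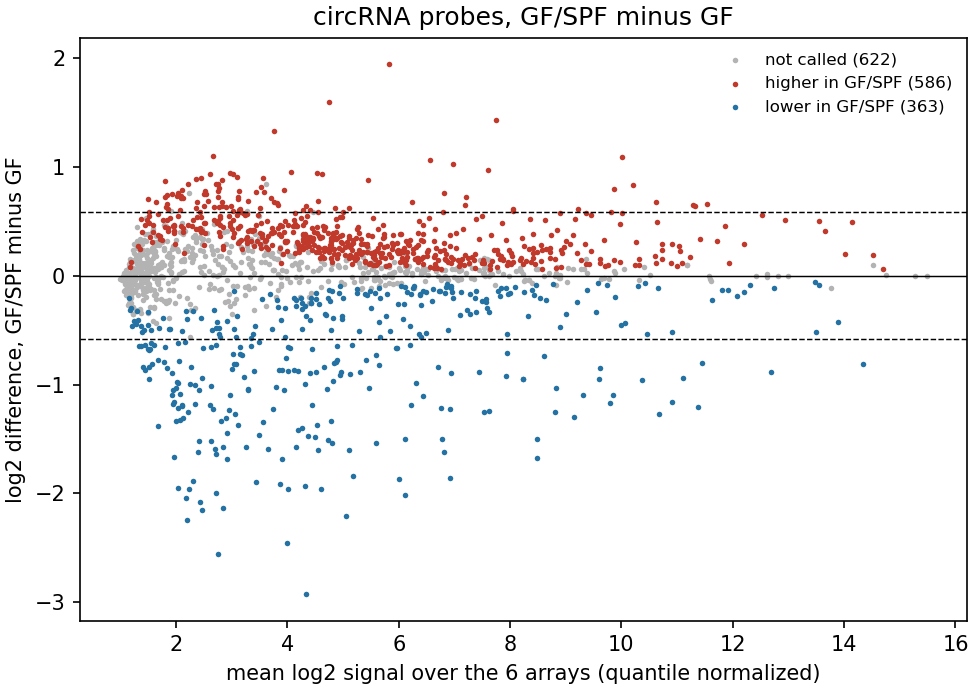
Log2 difference GF/SPF minus GF (vertical axis) against the mean quantile normalized log2 signal over the 6 arrays (horizontal axis) for each of the 1571 kept circRNA probes, with dashed lines at 1.5-fold. The 586 probes called higher mostly have small differences, and the 363 called lower extend to larger ones. The balance of higher and lower calls changes with the normalization.

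At an unadjusted p under 0.05 and a difference of at least 1.5-fold, 284 probes passed in limma, 97 higher and 187 lower in GF/SPF. Of these, 50 higher and 87 lower were well above background on at least 1 array of both groups, and 72 probes were so on no array. This count depended most on the background correction. It was 53 (12 higher, 41 lower) after normexp on the median signal with an offset of 50, which shrinks the folds of dim probes by construction, and 79 (18 higher, 61 lower) with the deposited matrix values.

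Probes passing the naming rule numbered 722. Probe ASCRMP000698 had the largest rise, with a log2 signal of 6.80 ± 0.011 (SD, n = 3) in GF/SPF and 4.86 ± 0.030 (SD, n = 3) in GF. Its log2 difference was 1.94 with a standard error of 0.024 and a limma adjusted p of 1.96e-06. Probe ASCRMP000191 followed with 5.55 ± 0.026 (SD, n = 3) against 3.96 ± 0.073 (SD, n = 3), a log2 difference of 1.60, a standard error of 0.043 and a limma adjusted p of 8.07e-06. Both were well above background on all 6 arrays.

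Probe ASCRMP001290 had the lowest log2 difference, -2.93 with a standard error of 0.12 and a limma adjusted p of 2.81e-05. It was well above background on the 3 GF arrays, at 5.80 ± 0.031 (SD, n = 3), and on 0 of the 3 GF/SPF arrays, at 2.87 ± 0.22 (SD, n = 3), so on the processed signal it was at least 5.41-fold lower in GF/SPF. Other background corrections gave smaller differences for ASCRMP001290, with a log2 difference of -1.35 in the deposited matrix values and -0.80 after normexp. The next 3 by the rule were also well above background on 0 of the 3 GF/SPF arrays, with bounds on the processed signal of at least 1.59-fold and at least 3.62-fold for 2 of them and no bound for the other, so their order by size is not established. Probe ASCRMP000774, the fifth by the rule, was well above background on all 6 arrays, at 3.95 ± 0.052 (SD, n = 3) in GF/SPF and 6.16 ± 0.017 (SD, n = 3) in GF. Its log2 difference was -2.21 with a standard error of 0.033 and a limma adjusted p of 1.96e-06. In all 4 probes the difference exceeded the spread between arrays, and every array of one group lay beyond every array of the other. The naming rule selects probes for both features, so they are not separate results.

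**Figure D3:**
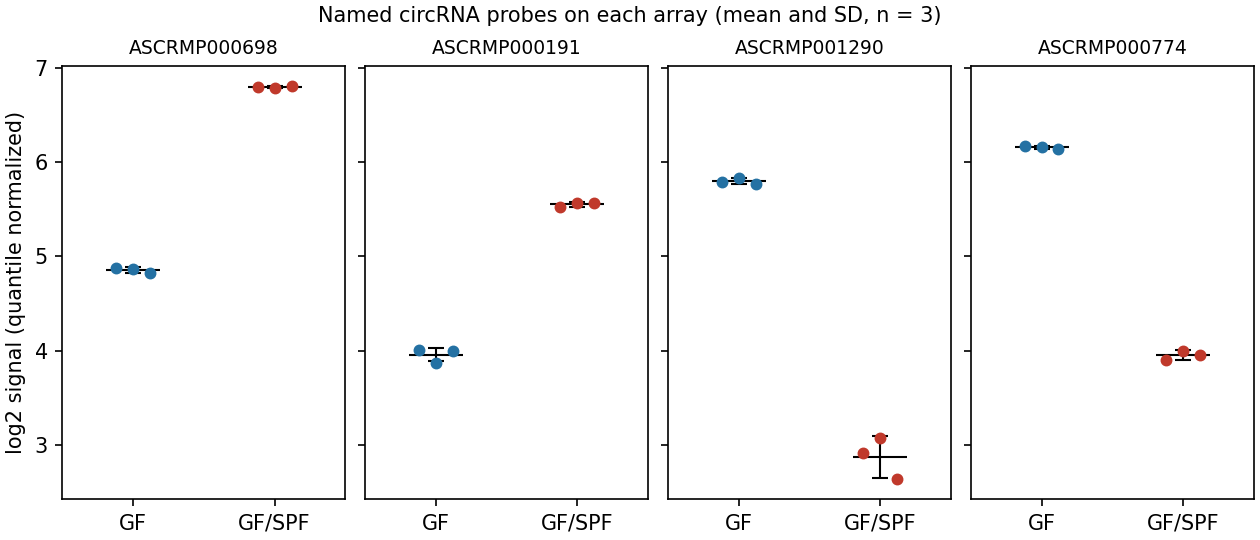
Quantile normalized log2 signal (vertical axis) of the 4 named probes on each GF and GF/SPF array, with the mean and SD of each group (n = 3). ASCRMP000698 and ASCRMP000191 lie higher on every GF/SPF array, and ASCRMP001290 and ASCRMP000774 lie lower. On the GF/SPF arrays ASCRMP001290 was not well above background.

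The last comparison counted probes that crossed the detection limit. A total of 66 probes were well above background on all 3 GF arrays and on none of the GF/SPF arrays, and 0 probes showed the opposite pattern. Of the 66, limma called 55 lower and 1 higher. Their folds are bounds: 46 of the 66 had one, 8 of these of at least 2-fold, and 20 had none. The number fell to 17 when every spot had to be well above background on the GF arrays and no spot on the GF/SPF arrays. On all 3 GF/SPF arrays, 52 of the 66 were still positive and significant, so those were dim there rather than undetected.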

Values the study reported

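The study reported 992 circRNAs detected by microarray in the comparison of GF/SPF with GF mice. Of these, it gave 18 as upregulated and 61 as downregulated.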

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

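Both results below come from probes that the comparisons above leave out, and the tests of both were chosen after the values had been seen. No group had enough arrays for a search for outlying arrays.

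The array carries 50 probes for linear mRNAs, and 36 were well above background on all 6 arrays. Of the 46 that limma tested, 22 were called higher in GF/SPF than in GF and 9 lower, with adjustment within this class. Over the 36, the median log2 difference was 0.12 after normalization, 0.26 without it and 0.15 after scaling to the 75th percentile, and 26, 30 and 28 of them were above 0. Examples picked after their values were seen are Apoe, at 9.77 ± 0.0078 (SD, n = 3) in GF/SPF and 9.03 ± 0.014 (SD, n = 3) in GF, and Actb, at 5.21 ± 0.029 (SD, n = 3) in GF/SPF and 5.67 ± 0.019 (SD, n = 3) in GF. One technical explanation is a brightness that these probes share with circRNA probes of the same intensity. The median of the 36 stood at percentile 55.8 of random circRNA lists matched on intensity, whose middle 95% ran from 0.03 to 0.20, so the mRNA probes may simply follow the other probes. These values give no sign of a shift particular to the mRNA probes. Whether their signal came from the named mRNAs or from cross-hybridisation was not tested. They therefore do not decide whether linear RNA was removed less completely in one group. The called mRNA probes did differ between these arrays, and whether the microbiota or a technical difference lies behind that stays open.

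The array also carries 18 probes for ERCC sequences, which are synthetic spike-in RNAs. Of the 12 tested, 7 were called higher in GF/SPF and 2 lower, and 5 were well above background on all 6 arrays. The median log2 difference of those 5 was 0.23. It stood at percentile 70.2 of matched circRNA lists, whose middle 95% ran from -0.25 to 0.38, so a brightness shared with circRNA probes of their intensity may account for them, but 5 probes are too few to decide. Whether the signal came from added spike-in RNA or from cross-hybridisation was not tested. The design gives no biological explanation for probes of synthetic sequences, and none was tested.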

How the results depend on the processing

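Chosen after seeing the data were normexp on the median signal, subtraction of only the local background, the filter requiring every spot, cyclic loess, slide row and slide column pairs as blocks, the 1.5-fold null, the stricter rule on spots, and the methods' t-test on the deposited matrix values. The other alternatives were planned.

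The count of 949 called probes stayed within 1.5 times under 22 of 23 alternatives. It was 145 with the 1.5-fold null, whose construction asks for more. Between 815 and 854 probes were called without each array in turn. Scaling to the 75th percentile over all non-control probes gave 503 higher and 351 lower, no normalization gave 657 and 295, scaling over probes detected on all arrays gave 332 and 443, and cyclic loess gave 310 and 460. Under these 4 scalings 73.9%, 79.8%, 66.5% and 69.8% of the 949 probes were called in the same direction, and 12, 21, 8 and 2 in the opposite one. The cause of this dependence was not tested. The methods' t-test gave 967 probes at its own threshold and 842 after Benjamini-Hochberg adjustment, of which 834 were among the 949.

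The count of 284 probes at an unadjusted p under 0.05 and at least 1.5-fold moved by more than 1.5 times under 6 of 22 alternatives. It was 180 with probes well above background on all 3 arrays of a group and 183 with every spot well above background on at least 1 array, where fewer probes were tested. It was 79 with the deposited matrix values, by limma and by the methods' t-test alike, 83 with only the local background subtracted, and 53 after normexp, whose offset of 50 shrinks the folds of dim probes by construction. For the matrix and the local background, the other observations give a candidate explanation. Without each array in turn it ranged from 278 to 289. Its share called higher was 34.2%, but 20.4%, 12.0% and 12.7% with scaling to the 75th percentile over all non-control probes, over probes detected on all arrays, and after cyclic loess. Lower calls outnumbered higher ones under every alternative run for this count.

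The median log2 difference before normalization was 0.26 over probes well above background on all 6 arrays and 0.042 after normexp. The cause was not tested. It stayed above 0 in all 9 alternatives and ranged from 0.14 to 0.21 without each array in turn. The difference in the share of probes well above background ranged from -7.22 to -4.66 percentage points without each array in turn and kept its sign. The excess of correlation within groups was 0.0299 over probes well above background on all 6 arrays, 0.0364 with the deposited matrix values, 0.0164 with Pearson correlations and 0.0242 after normexp. These moved by more than 1 SD of the correlations of pairs within groups, and the cause was not tested. Without each array in turn it ranged from 0.0250 to 0.0269.

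The 66 probes seen in GF alone became 39 with a log2 difference of at least 1 required as well, and 17 under the stricter rule on spots, both stricter by construction. Seen in GF/SPF alone were 0 probes under these 2 rules and with the positive and significant flag, but 6 with 1 signal threshold for all arrays, a test given among the other observations. The 4 named probes kept their direction and an adjusted p under 0.05 in all 92 fits, 23 per probe, with a largest adjusted p of 0.0016. The log2 difference ranged from 0.95 to 2.05 for ASCRMP000698, from 0.50 to 1.64 for ASCRMP000191, from -3.21 to -0.80 for ASCRMP001290 and from -2.36 to -0.80 for ASCRMP000774, and was smallest for all 4 after normexp with its offset.

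The replicate numbers did not pair the arrays: deviations from the group means correlated at -0.40, -0.14 and -0.43 for arrays of the same number, over 855 probes. With the replicate block, limma called 804 probes, and 281 passed the unadjusted p with 1.5-fold. Planned but not run were normexp on the mean signal, for which the median signal was used, a slide block, since all arrays were treated as 1 slide, and every alternative for the list of circRNAs named in the study, which was not analysed here. Signal over background limits the dim probes: only 47.9% to 60.4% of the circRNA probes per array were well above it, and the folds of the rest depend on the background correction.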

Other observations

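Tests of repeat hybridisation, of the negative and circRNA control probes and of slide columns were chosen after the result had been seen, and cyclic loess, the slide row and column blocks and local background subtraction after the data had been seen.

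The large number of called probes was weighed against chance and against 3 technical explanations. Only 1 of the 10 splits of the 6 arrays, the real one, gave as many called probes, and the others gave 0. Likewise 1 of the 10 splits gave as many probes at an unadjusted p under 0.05 and 1.5-fold, and the most in another split was 4. With 10 splits the share is never under 0.1, so chance cannot be excluded by this count. After cyclic loess, which removes trends with intensity between arrays, 69.8% of the called probes were called in the same direction. That argues against such a trend as the whole cause. Cyclic loess called only 310 probes higher, so at most 310 of the 586 higher calls were kept. Such a trend stays open for the higher calls that were lost. With slide row as a block 67.3% were, but that fit rests on GF/SPF 1, the only GF/SPF array in the row of the GF arrays, so row stays open. Repeat hybridisation of one RNA per group stays open: the median spread between arrays was 1.06 times the spread expected from spots in GF/SPF and 0.94 times in GF, where spot scatter alone gives 0.85. The spread pooled over probes was 1.46 and 1.52 times. Repeats and very similar animals or pools cannot be told apart, because repeat hybridisations can also differ by more than spot scatter. If the arrays were repeats, the calls would describe 1 RNA preparation per group, and an effect of the microbiota would be confounded with any difference between 2 preparations. An effect of the transplanted microbiota stays open as the biological explanation.

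Part of the calls may come from signal other than that of the probes' targets. Of the 23 negative control probes tested, each printed as 20 spots, 10 had an unadjusted p under 0.05 in limma and 3 of these differed by at least 1.5-fold. This count stood at percentile 45.4 of circRNA lists matched on intensity, whose middle 95% ran from 6 to 14 probes. At the intensity of the negative probes, with a median log2 signal of 1.71, passing the threshold thus said little about a target. Of the 23, 4 were well above background on all 6 arrays, with mean log2 signals of 3.45, 4.01, 5.69 and 6.27, and the first 3 of these also passed an adjusted p of 0.05 within the class, with log2 differences of 0.67, -0.17 and -0.43. Calls without a target thus also occurred above the dim range, and 4 probes are too few to give their rate there. In limma the 5 ERCC probes well above background on all 6 arrays each passed an adjusted p of 0.05 within their class. Whether their signal came from added spike-in RNA was not tested. Of the 855 circRNA probes well above background on all 6 arrays, 631 were called. A call alone therefore does not show a difference in a probe's target.

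The count of probes at 1.5-fold was 97 higher and 187 lower here. Both are higher than the values quoted from the study above. The deposited matrix values gave 18 higher and 61 lower. Those match the values quoted from the study above. A candidate explanation for the rest of the gap is background left in the deposited values. When the matrix probes were ranked by intensity into 4 sets of 248, the slope of matrix differences on processed-signal differences was 0.31 in the dimmest set and 0.53, 0.77 and 0.95 in the next 3. Subtracting only the local background gave 83 such probes, close to the 79 of the matrix, which is consistent with that explanation. Which correction gives folds closer to the true ones was not tested.

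The 66 probes seen in GF and in no GF/SPF array were set against a higher background on the GF/SPF arrays. With 1 threshold for all 6 arrays, at a processed signal of 10.6, 43 probes lay above it on all GF arrays and below it on all GF/SPF arrays, and 6 did the reverse. The processed signal already has the background subtracted, so a difference in that subtraction could give such an excess, and this count cannot exclude background. The median signal of the negative control probes was 2.24, 2.87 and 2.44 on GF/SPF arrays 1 to 3. It was 2.04, 2.21 and 2.14 on GF arrays 1 to 3. A higher background on the GF/SPF arrays thus stays open as a cause. On quantile normalized values the excess was smaller, 30 against 18, so its size depends on the scaling. Whether the transplanted microbiota lies behind the lower signal of these probes stays open and was not tested.

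Of 14 circRNA control probes of the array maker, 9 were called lower in GF/SPF and 1 higher in limma, adjusted within this class. Only 5 were well above background on all 6 arrays, and their median log2 difference was -0.17 after normalization, -0.17 without it and -0.28 after scaling to the 75th percentile. That lay at percentile 5.64 of matched circRNA lists, inside their middle 95% of -0.27 to 0.28, and without normalization it lay at percentile 2.73, close to the lower limit. Of the 5, AS_circRNA_control004 and AS_circRNA_control008, picked for their size, had differences of -1.10 and -1.65. Whether these probes follow circRNA probes of their intensity is not decided by 5 probes. The other 9 were not part of that comparison. Among them, AS_circRNA_control003, AS_circRNA_control005 and AS_circRNA_control011 had differences of -1.66, -2.47 and -1.54. These were well above background on all 3 GF arrays, but on 0, 0 and 2 of the GF/SPF arrays. The rest of the 9 lay between -0.46 and 0.11. The targets of the control probes were not used here, and no biological explanation was tested.

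Arrays in the same or neighbouring slide columns deviated together. Matching GF/SPF 1 with GF 3, GF/SPF 2 with GF 1 and GF/SPF 3 with GF 2 gave correlations of their deviations across probes of 0.59, 0.33 and 0.47, with a mean of 0.47, the highest of the 6 possible matchings. Column may be a source of the small spread within groups. It and chance cannot be told apart, since 6 matchings are too few. With these pairs as a block, limma called 899 probes, 841 of them called in the same direction as without it, and 283 passed the unadjusted p with 1.5-fold. No biological explanation was tested.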
